A study of Mus musculus with 4 samples. Its data were reported in "Single-cell transcriptome and cell-specific network analysis reveal the reparative effect of neurotrophin-4 in preantral follicles grown in vitro" (2021).

How the data were processed

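Bulk RNA sequencing had been done on mouse granulosa cells (GCs), the somatic cells that surround the oocyte, taken from preantral follicles of Kunming mice after 6 days of culture. The 4 libraries were grouped by their GEO labels into 2 from follicles grown with neurotrophin-4 (NT-4, the NT4 group) and 2 from follicles grown without it (the Control group).

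By their methods, the authors used Cutadapt to discard reads with adaptor sequence or bases of low quality. The rest were mapped with HISAT2 to the mouse genome of Ensembl v99, a release on GRCm38. Transcripts were assembled with StringTie at default parameters, and expression was estimated with StringTie and ballgown. The deposited values are expected counts, whole numbers per gene that were estimated from read coverage and not normalized. The authors also computed FPKM, which the deposited files do not hold. Libraries were made with dUTP in the second strand, which was then digested, and whether mapping and counting used strand is not stated. The step from StringTie output to whole counts is not stated either. The table of the whole series and the 4 files of single libraries were checked against each other and held identical counts in 4 of 4 libraries. Of genes with a count from 1 to 12, between 45.4% and 46.2% per library sat at exactly 4, 8 or 12, so 1 read pair was taken to add about 4 counts.

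The table listed 55385 genes by Ensembl identifier, of which 55144 matched a symbol, and 106 symbols belonged to more than 1 identifier. Coordinates, gene types, exon overlaps, transcript length and GC content came from the GRCm38 annotation of GENCODE release M21, matched by identifier. The 4 libraries held totals of 49520092 to 78704020 counts, or an estimated 12380023 to 19676005 read pairs. A gene with no count can lie anywhere up to 3 read pairs, which is 0.152 to 0.242 CPM (counts scaled to the library total) by library. This floor covers counting error only, since PCR duplicates are not independent molecules.

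Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 on the counts, with TMM normalization, edgeR's default filter on low counts and Benjamini-Hochberg adjustment over all 19259 genes tested. The model held the group alone. Tests were two-sided. Genes were counted at an adjusted p under 0.05 and, as in the criterion of the study's methods, at a fold change above 2 or under 0.5 with an unadjusted p under 0.05. Fold changes are log2 values of NT4 over Control with their standard error (SE). CPM values are means with SD over the 2 libraries of a group, and log2 CPM used a prior count of 2. With 2 libraries against 2, only 3 splits of the libraries exist, so a permutation of the groups could not reach an unadjusted p of 0.05, and the p-values rest on the spread that edgeR pools across genes.

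The genes named were set by rule. They were up to 5 higher and 5 lower genes past the adjusted threshold, with a mean CPM of at least 1 and both NT4 libraries on the same side of both Control libraries. Where fewer than 3 passed in a direction, the rule took the 5 with the smallest unadjusted p among genes meeting the study's criterion and the other conditions. In addition, 15 genes and the members of the Ugt1a locus were fixed by name, whatever their values. A total of 10 gene lists written by hand were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the 10 lists. They were complement and coagulation, steroidogenesis, the Ugt1a locus, fat digestion and absorption, granulosa identity, ovulatory response, neurotrophin receptors and ligands, MAPK/ERK targets, cell cycle and extracellular matrix (ECM). Another 7 lists of possible cell sources (hepatocyte, macrophage, erythroid, oocyte, theca and stroma, surface epithelium, endothelium) were tested the same way without adjustment. These lists are not the KEGG pathway sets, which were not used here. The test, the naming rule, the 17 lists and all alternatives but 5 were set before the data were examined. A list of 35 complement and coagulation genes made in the liver was written later.

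The alternatives set early were DESeq2 size factors, upper-quartile factors and library totals in place of TMM, no filter on low counts, a filter at a CPM of 1 in 2 libraries, the DESeq2 1.42.0 Wald test, edgeR's exact test, limma voom, the replicate number as a block, leaving out each library in turn, and other thresholds. For lists, they included fry and camera with an estimated correlation, and for correlations another prior count and Pearson's coefficient. Another 5 were chosen after seeing the data: counts divided by 4, overlapping genes summed, protein-coding genes only, libraries thinned to an equal depth, and a trend with GC content (the share of G and C bases) removed in each library. An alternative on normalized values of Ugt1a7c, Fga and C3 was not run, because the files of single libraries held counts.

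The procedure was tested on simulated data, in 10 runs of 19259 genes drawn with the libraries' own means and totals. Without any change, a mean of 1.5 genes passed the adjusted threshold and 347 the study's criterion. Of 200 genes changed per run, the adjusted threshold recovered 26.5% at a fold of 2, 83.1% at 4 and 95.2% at 8. Of the genes called, 10.5% were unchanged, above the nominal 5%. Camera called none of 100 unchanged lists at an adjusted p under 0.05. A list of 36 genes shifted by 0.5 had an unadjusted camera p under 0.05 in 10 of 10 runs. Smaller shifts were not simulated. These simulations drew genes independently, so they did not test camera under correlated genes. Libraries were also drawn independently, without a difference shared by libraries of the same number. Figures were drawn with matplotlib 3.10.9. Oocyte libraries of the study belong to other series and were not analysed here.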

Results

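Transcriptomes of GCs were measured in 4 libraries from preantral follicles cultured for 6 days, 2 in the NT4 group and 2 in the Control group. Total counts were 49520092 in Control 1, 73743901 in Control 2, 61980073 in NT4 1 and 78704020 in NT4 2. Between 22363 and 23052 genes had a count above 0 per library. The 10 most abundant genes took 5.62% to 6.13% of the counts, and mitochondrial genes took 3.56% to 4.36%. Low counts piled up at multiples of 4, with 1185 genes at a count of 4 in Control 1 against 346 at a count of 3.

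**Figure D1:**
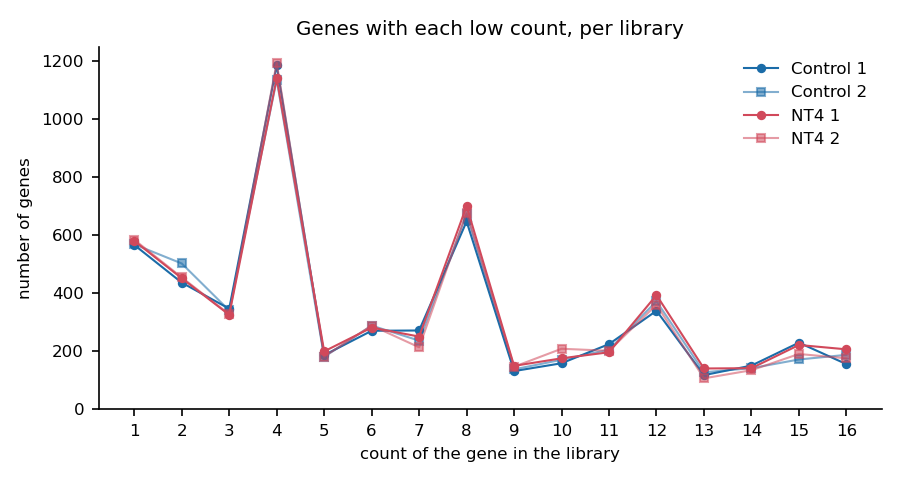
Number of genes (y axis) with each count from 1 to 16 (x axis) in each of the 4 libraries, where lines join the values of a library. Peaks stand at 4, 8 and 12 in every library, with 1185 genes at 4 in Control 1.

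The similarity of the libraries was compared first. Spearman's correlation of log2 CPM across genes, which are not independent replicates, was 0.982 between the Control libraries and 0.979 between the NT4 libraries. It was 0.983 between Control 1 and NT4 1 and 0.985 between Control 2 and NT4 2. Between Control 1 and NT4 2 it was 0.9806, and between Control 2 and NT4 1 it was 0.9814. Of the 6 pairs of libraries, those sharing a group averaged 0.0021 less than the others (a difference of −0.0021), and Pearson's coefficient moved this most, to −0.0026. Pairs sharing a group averaged 0.9805, pairs sharing a replicate number 0.9842 and pairs sharing neither 0.9810. The difference therefore came mostly from the pairs sharing a number. On average, libraries of different groups were no less similar than libraries of the same group.

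The question of the comparison was how NT-4 in the culture medium changed gene expression in GCs. By edgeR's quasi-likelihood test, 0 of 19259 genes passed an adjusted p of 0.05, and 0 passed 0.1. The smallest adjusted p was 0.130. At an unadjusted p under 0.05 there were 383 genes, where chance alone would give 963. The DESeq2 Wald test called 63 genes at an adjusted p of 0.05, edgeR's exact test 57 and limma voom 0. Without Control 2 the quasi-likelihood test called 37 genes and without Control 1 it called 12. The study's criterion of an unadjusted p and a fold of 2 was met by 208 genes, 92 higher and 116 lower in NT4. Simulated libraries without any change gave 321 to 374 such genes. Leaving out a library moved this count most, to 512 without Control 2, and gave 406 without Control 1, 341 without NT4 1 and 392 without NT4 2. Of 14334 genes at a mean CPM of at least 1, 83 met the criterion. In 23.9% of these 14334 genes both NT4 libraries lay on one side of both Control libraries, where chance gives 33.3%. These chance levels and the simulated range take the 4 libraries as independent. A difference shared by libraries of the same number could hold the observed values below them. The comparison therefore cannot tell how many of the 208 genes arose by chance.

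**Figure D2:**
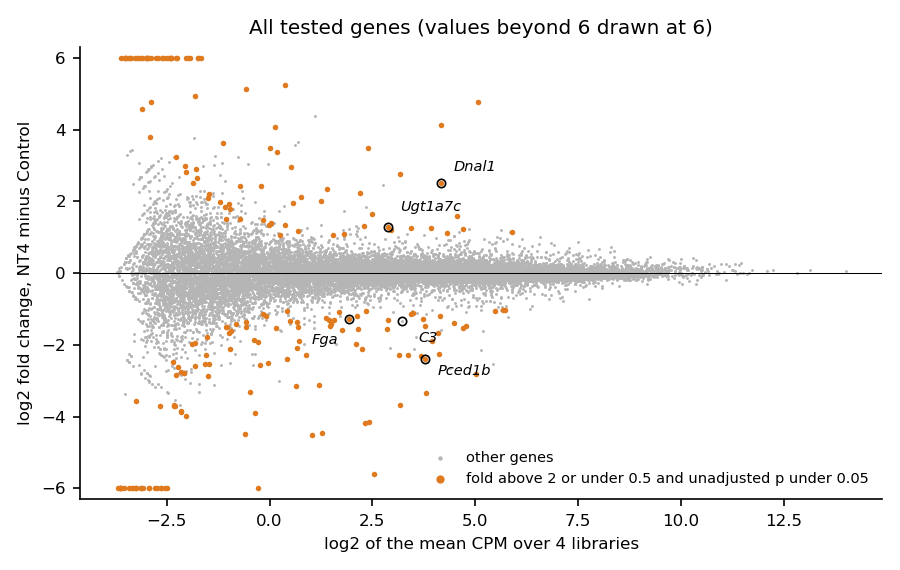
Log2 fold change of NT4 over Control (y axis) against log2 of the mean CPM over 4 libraries (x axis), 1 point per tested gene, with values beyond 6 drawn at 6. The 208 genes in colour met the study's criterion, 0 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 5 named genes are circled.

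No gene passed the adjustment in that test, so the genes named here had the smallest unadjusted p among those meeting the study's criterion. The lowest was Pced1b (ENSMUSG00000044250, GRCm38 chromosome 15, 97247107 to 97385680), which fell from 23.1 ± 0.17 CPM in Control to 4.43 ± 0.30 CPM in NT4 (SD, n = 2). Its log2 fold change was −2.39 (SE 0.17), with an adjusted p of 0.130 in edgeR's test. Dnal1 (ENSMUSG00000042523, chromosome 12, 84114366 to 84147498) rose from 5.41 ± 0.24 to 30.7 ± 4.44 CPM (SD, n = 2). Its log2 fold change was 2.51 (SE 0.19), with an adjusted p of 0.130 in edgeR's test. For both genes the difference exceeded the spread between replicates, which naming by the smallest unadjusted p favours. The other higher genes were Oaz1-ps (log2 fold change 2.77), Ntmt1 (1.21), Tef (1.13) and Ube2v2 (1.26), with edgeR adjusted p from 0.198 to 0.714. The other lower genes were Rpl5-ps1 (−3.35), Gm15583 (−3.69), Gm8783 (−4.46) and Ppp1r26 (−2.25), with edgeR adjusted p from 0.130 to 0.212. Oaz1-ps, Rpl5-ps1, Gm15583 and Gm8783 are annotated as processed pseudogenes, whose reads the counting could have split with the parent genes, so their values are uncertain. All 10 genes kept their direction under every alternative that tested them. The naming rule made this likely, since it required both NT4 libraries on the same side of both Control libraries. All 10 passed an adjusted p of 0.05 in the DESeq2 Wald test and in edgeR's exact test.

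The 3 genes that the study had followed by PCR were then examined. Fga, the fibrinogen alpha chain (ENSMUSG00000028001, chromosome 3, 83026076 to 83033627), was at 5.42 ± 2.56 CPM in Control and 2.21 ± 0.22 CPM in NT4 (SD, n = 2), lower in both NT4 libraries. Its log2 fold change was −1.29 (SE 0.40) and −0.71 without Control 1. C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) was at 20.5 CPM in Control 1, 6.35 in Control 2, 4.40 in NT4 1 and 6.11 in NT4 2. Its log2 fold change was −1.35 (SE 0.56), and it was −0.28 without Control 1. The SD between the Control libraries of C3 exceeded the difference between the group means. Ugt1a7c (ENSMUSG00000090124, chromosome 1, 88095062 to 88220002) was at 4.30 ± 0.71 CPM in Control and 10.4 ± 5.69 CPM in NT4 (SD, n = 2), higher in both NT4 libraries. Its log2 fold change was 1.27 (SE 0.42), and it was 0.56 without NT4 2. The adjusted p over all genes was 0.9999 for each of the 3 genes in edgeR's test. By the unadjusted p of that test, Ugt1a7c (0.0273) and Fga (0.0202) met the study's criterion. C3 (0.0585) did not.

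Ugt1a7c shares exons on the same strand with 8 other Ugt1a genes, so its count is uncertain. Of these, Ugt1a6a was higher in NT4 (log2 fold change 1.72, SE 0.79) and Ugt1a6b lower (−1.98, SE 0.71). The fall of Ugt1a6b differed in size between the NT4 libraries, at −3.52 without NT4 1 and −1.25 without NT4 2. The rise of Ugt1a6a rested on NT4 1, with 1.33 and 1.91 CPM in Control 1 and Control 2 against 9.10 and 1.70 CPM in NT4 1 and NT4 2, and without NT4 1 its log2 fold change was 0.056. Ugt1a2, Ugt1a5 and Ugt1a8 had 0 counts in all 4 libraries, which allows up to 0.152 to 0.242 CPM by library. Ugt1a1 had 4 counts and Ugt1a9 had 9 counts in NT4 2 alone, and Ugt1a10 had 1 count each in Control 1 and NT4 1. Summed over the locus, expression was 14.0 and 11.7 CPM in Control against 18.4 and 16.5 CPM in NT4, with a log2 fold change of 0.47 (SE 0.17).

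**Figure D3:**
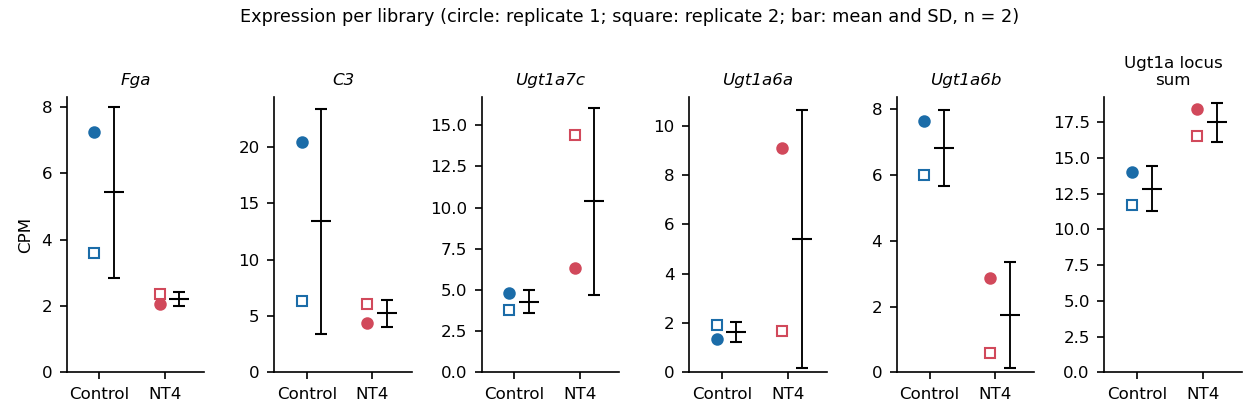
CPM per library (y axis from 0) of Fga, C3, Ugt1a7c, Ugt1a6a, Ugt1a6b and the summed Ugt1a locus in Control and NT4, with the mean and SD (n = 2) beside the points. Control 1 stands at 20.5 CPM for C3 against 4.40 to 6.35 in the other libraries, and the locus sum is at 18.4 and 16.5 CPM in NT4.

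The other genes fixed by name covered ligand-receptor partners, NT-4 receptors and GC function. Apob was lower in NT4 (log2 fold change −1.52, SE 0.41), Ramp2 higher (0.99, SE 0.32) and Tlr4 higher (1.35, SE 0.49). The value of Ramp2 is uncertain because it overlaps Vps25 on the same strand, and it was −0.58 with these genes summed. The receptors Ntrk2 (−0.03) and Ngfr (0.20) differed by less than their SE, of 0.63 and 0.29. So did Fshr (0.06), Amh (0.10), Foxl2 (0.03), Cyp19a1 (0.23) and Hsd17b1 (0.07). Cyp11a1 (0.49, SE 0.37), which overlaps Gm17322, and Star (0.30, SE 0.23) were higher by little more than their SE. Both changed in size with the library left out. Cyp11a1 was at 0.088 without Control 1, 1.04 without Control 2, 0.79 without NT4 1 and 0.093 without NT4 2. Star was at 0.030, 0.62, 0.20 and 0.38 in the same order. Leaving out a library reversed the sign of Ntrk2, Fshr, Amh, Foxl2, Cyp19a1 and Hsd17b1. Adjusted over the list alone, 0 of the 15 fixed genes passed 0.05, as over all genes. The study chose the 3 PCR genes and the ligand-receptor genes on these samples, so the first is not independent evidence.

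Gene lists were compared to ask whether complement, steroid and other functions moved together. Complement and coagulation genes had a median log2 fold change of −0.14 over 69 genes, 42 lower and 27 higher in NT4, with a camera adjusted p of 0.0458. This list was chosen from a pathway the study named on these samples, which is not independent evidence, and 1 member, Mbl1, was at 0 in both NT4 libraries (the median is also −0.14 with Mbl1 at its bound). The alternative that moved it most was leaving out Control 1, which gave 0.10. Without NT4 2 the median was 0.02, with a downward camera direction and an adjusted p of 0.933. ECM genes had a median of 0.22 over 36 genes, 31 of them higher, with a camera adjusted p of 6.96e-05. The study also named ECM terms shared by the changed genes of oocytes and of these GCs, so this list is not independent evidence either. The ECM median was 0.02 without NT4 1, with a camera adjusted p of 0.951, and 0.15 without Control 2, with 0.133. Neither call held under fry, where both adjusted p were 0.854, or with the correlation between genes estimated, where both were 0.848.

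The other 8 lists were not called by camera. Medians were 0.08 for steroidogenesis (26 genes, camera adjusted p 0.538), 1.27 for the Ugt1a locus (3 genes, 0.538), 0.13 for MAPK/ERK targets (25 genes, 0.271) and −0.07 for the cell cycle (30 genes, 0.271). The median of the Ugt1a locus was 0.056 without NT4 1 and 0.56 without NT4 2, and that of neurotrophin receptors and ligands was 0.35 without Control 1. Granulosa identity genes had a median of 0.03 (20 genes, 0.899) and neurotrophin receptors and ligands 0.02 (12 genes, 0.899). Fat digestion and absorption genes had a median of 0.03 but a mean of −0.09 and a downward camera direction (21 genes, 0.711). Ovulatory response genes had a median of 0.0028 and a mean of −0.04 with an upward camera direction (14 genes, 0.538). Adjusted over the list alone, 1 gene passed 0.05 in these 10 lists. It was Cebpb of the ovulatory response list, named after its values were seen, with a log2 fold change of 0.62, and over all genes 0 passed. MAPK/ERK targets were called without Control 1 (median 0.25, camera adjusted p 0.0156) and without NT4 2 (0.0277), and cell cycle genes without NT4 2 (−0.18, 0.00121).

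**Figure D4:**
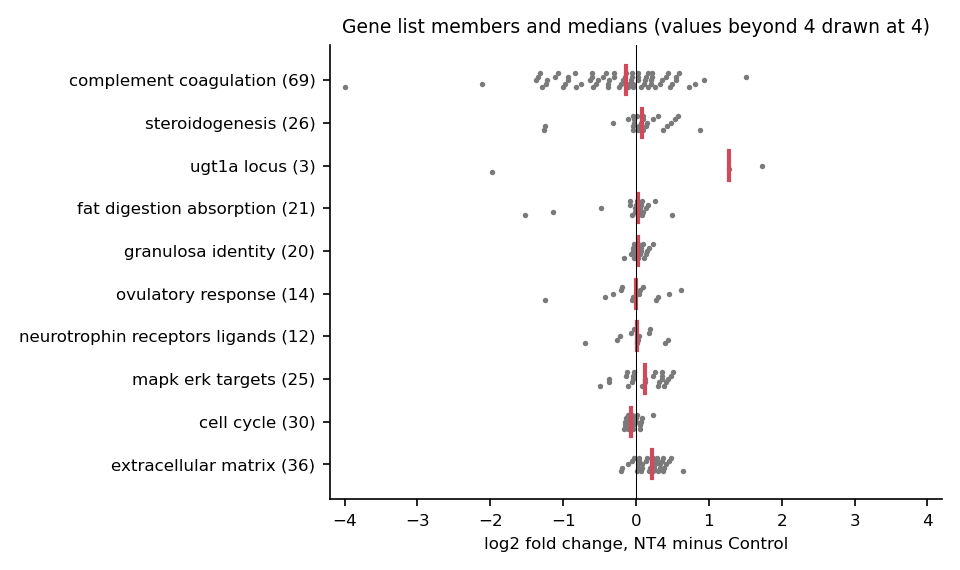
Log2 fold change of NT4 over Control (x axis) of each tested member of 10 gene lists (y axis, number of tested genes in parentheses), with the median of each list as a red bar and values beyond 4 drawn at 4. The median is −0.14 for complement and coagulation and 0.22 for ECM genes, with members on both sides of 0 in all 10 lists.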

Values the study reported

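The study analysed 126 differentially expressed genes of GCs between follicles grown with and without NT-4. It gathered 2 GC samples per group for bulk sequencing. Steroid hormone biosynthesis and chemical compound metabolism were given as higher with NT-4, and complement and coagulation cascades with fat digestion and absorption as lower. By PCR, Ugt1a7c was given as higher and Fga and C3 as lower with NT-4.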

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

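Counts of genes depended on the test and the filter. The count at an adjusted p of 0.05, 0 in the edgeR quasi-likelihood test, was 10 with no filter on low counts, 63 in the DESeq2 Wald test, which left 6830 genes without an adjusted p, and 57 in edgeR's exact test. It was 0 in the other 11 fits on all 4 libraries and ranged from 0 to 37 with a library left out, at 12 without Control 1 and 37 without Control 2. The count by the study's criterion, 208, was 345 with no filter, 334 in DESeq2, 304 in edgeR's exact test, 302 with a fold of 1.5 in place of 2, 87 with a filter at a CPM of 1 in 2 libraries, 119 with counts divided by 4 and 107 with protein-coding genes only. Of the 208 genes, 195 were shared with the unfiltered fit, 184 with DESeq2, 105 with counts divided by 4 and 154 of 186 with limma voom. The lower counts under the CPM filter, with counts divided by 4 and in protein-coding genes go with fewer genes tested (14490, 15662 and 14850). For the others the cause was not tested. With a library left out, the criterion count ranged from 341 to 512, sharing 88 to 113 genes with the 208. The share of lower genes, 55.8% with all libraries, was 33.3% without Control 1, 40.8% without Control 2, 69.5% without NT4 1 and 62.8% without NT4 2. In these fits the lone library of a group is assumed to vary like the other group.

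Complement and coagulation genes stayed lower in the 10 alternative edgeR quasi-likelihood fits on all 4 libraries in which lists were tested, while the camera call was lost in several. The median and camera adjusted p were −0.14 and 0.0521 with upper-quartile factors, −0.16 and 0.0722 with library totals, −0.10 and 0.217 with no filter, −0.11 and 0.0726 with the CPM filter, −0.11 and 0.0516 with counts divided by 4, and −0.12 and 0.0862 with the GC-content trend removed. The median of −0.14 was not called by fry (0.854) or with an estimated correlation (0.848). It ranged from −0.24 without NT4 1 to 0.10 without Control 1. ECM genes, at 0.22, were also not called by fry or with an estimated correlation, and ranged from 0.017 without NT4 1 to 0.33 without NT4 2. Of the lists not called, ovulatory response genes had a median of −0.00041 with DESeq2 size factors, −0.011 with library totals, −0.0041 with counts divided by 4, −0.00092 in protein-coding genes and −0.037 after thinning, and ranged from −0.28 to 0.24 with a library left out. Neurotrophin receptors and ligands were at −0.0041 with library totals and −0.0070 with the GC-content trend removed, and fat digestion genes at −0.00054 with the GC-content trend removed. With a library left out, ranges were −0.0082 to 0.16 for steroidogenesis, −0.045 to 0.059 for fat digestion, 0.056 to 1.45 for the Ugt1a locus, 0.015 to 0.35 for neurotrophin receptors and ligands, −0.17 to 0.26 for granulosa identity, −0.074 to 0.25 for MAPK/ERK targets and −0.18 to 0.061 for the cell cycle. The cause was not tested for any of these.

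Ugt1a7c was higher in all 18 alternatives, at 0.47 for the summed Ugt1a locus and 0.56 to 1.74 for the gene itself. Fga was lower (−1.71 to −0.71), as was C3 (−1.96 to −0.28), and none of the 3 genes was called. Their lowest adjusted p were 0.446, 0.298 and 0.0763. Summing overlapping genes gave −0.58 for Ramp2 and 0.47 for Ugt1a6b, the values of the summed features. Ntrk2 was 0.038 in limma voom and 0.11 after thinning, Amh −0.17 in limma voom and Foxl2 −0.034 with the GC-content trend removed. With a library left out, ranges were −0.73 to 0.74 for Ntrk2, −0.27 to 0.31 for Fshr, −1.31 to 0.79 for Amh, −0.33 to 0.31 for Foxl2, −0.53 to 0.72 for Cyp19a1 and −0.33 to 0.38 for Hsd17b1. For these reversals the cause was not tested. Among the named genes other than the 3 followed by PCR, 372 values kept direction and side of the threshold, 37 newly passed it and 19 reversed. The 37 belong to the 10 genes named for their unadjusted p. The correlation between libraries kept its sign with no filter and with Pearson's coefficient. Another prior count cannot change ranks within a library, so it tested nothing.

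The labels give the same replicate numbers to both groups but do not state a pairing. The study describes groups cultured in parallel and samples from independent experiments, without saying that a number marks an experiment, and 2 numbers cannot establish it. Deviations of same-numbered libraries from their group means correlated across genes at a Pearson coefficient of 0.14 and a Spearman coefficient of 0.26 over all tested genes, and at 0.31 and 0.44 over the 10491 genes with a mean log2 CPM above 3. With the number as a replicate block, 0 genes passed an adjusted p of 0.05, 580 had an unadjusted p under 0.05 against 383 without the block, and 180 met the criterion, 141 of them shared with the 208. If the numbers do mark experiments, the fit without the block counts their difference as spread between replicates. With the block, Amh was at −0.17, granulosa identity genes at −0.017 and complement genes at −0.13 with a camera adjusted p of 0.0606, while the ECM call held and no other call changed. With the block, the smallest unadjusted p of the 15 fixed genes was that of Cyp11a1, at 0.00695 with a log2 fold change of 0.52, against 0.244 and 0.49 without the block, and it did not pass the adjustment over all genes in either edgeR fit.

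Depth limits genes near the floor of 0.152 to 0.242 CPM. The alternatives with counts divided by 4, overlapping genes summed, protein-coding genes, thinning and removal of the GC-content trend were chosen after the data were seen. A fit on normalized values of the single-library files was not run, because those files hold the same counts.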

Other observations

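The tests on hepatocyte, macrophage and surface epithelium RNA, on reads shared between Ugt1a genes and on other splits of the libraries were planned, and the tests on complement genes made in the liver, on reads assigned within the Ugt1a locus, on pseudogenes, on overlapping genes, on depth, GC content and maturity behind the replicate numbers, and on theca or stroma were chosen after the result was seen. How the tests were read was also decided after the values were seen, including that a list counts as moved only with an unadjusted p under 0.05 in both camera and fry.

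The study's criterion was met by 208 genes here. That is higher than the number quoted from the study above. With counts divided by 4 it was 119, in protein-coding genes 107 and with the CPM filter 87. Those counts are lower than the quoted number.

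Complement and coagulation genes were lower in NT4, and RNA from other cells in the Control libraries was weighed as a source. Macrophage genes had a median of 0.38, higher in NT4, over 8 tested genes, of which 5 were higher and 3 lower. This median was 1.02 without Control 1, 0.0070 without Control 2, −0.0070 without NT4 1 and 0.67 without NT4 2. The list summed to 4.75 and 3.42 CPM in Control and 6.11 and 4.42 CPM in NT4, too low and too close to exclude this source. Surface epithelium genes had a median of 0.075 over 6 tested genes, which went both ways and leaves that source open. Hepatocyte genes had a median of −0.73, with 0 of 18 genes higher in NT4, a camera p of 3.96e-08 and a fry p of 0.276. As first written, the prediction asked only that this list be lower in NT4 with Alb present, and that was met. Under the reading set later it stays open, because fry did not call the list. Of the 18 genes, 3 had a mean CPM of at least 10 and 2 are also in other lists. The list summed to 235 CPM in Control 1 and 118 in Control 2, against 117 in NT4 1 and 120 in NT4 2, so Control 1 stood alone. The median was −0.12 without Control 1 and −1.06 without Control 2. The 3 most abundant genes of the list were highest in Control 1 but differed in size. In Control 1, Control 2, NT4 1 and NT4 2, Alb was at 41.9, 23.0, 27.8 and 32.9 CPM (log2 fold change −0.09), Apoa1 at 44.1, 31.5, 38.3 and 36.4 CPM (−0.02) and Trf at 59.7, 15.4, 17.8 and 17.3 CPM (−1.09). The 30 tested complement genes made in the liver had a median of −0.60, which was −0.28 without Control 1 and −1.12 without Control 2, while the other 39 had a median of 0.07. Liver-type transcripts in Control 1 may therefore account for part of the lower complement median, either as RNA from other cells or as expression in GCs, and these cannot be told apart here because the excess lies mainly in 1 library. An effect of NT-4 itself remains open.

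Among Ugt1a genes, the fold changes of the 3 tested members spanned 3.71 on the log2 scale, with Ugt1a6a up and Ugt1a6b down, which argues against counts that simply copy the same shared reads to each gene. A candidate explanation is that reads from the shared exons were assigned to one member or another in different libraries. The summed locus changed by 0.47 (SE 0.17), less than each of the 3 members. Members that move in opposite directions largely cancel in a sum whatever the cause, so this test decides nothing. Between NT4 1 and NT4 2 the sum changed by −0.16 on the log2 scale, while Ugt1a7c changed by 1.18, Ugt1a6a by −2.42 and Ugt1a6b by −2.27. Reassigned reads and separate regulation of the members cannot be told apart from these values, because the members moved in opposite directions. A rise of the whole locus with NT-4 also remains open, with an adjusted p over all genes of 0.99999 in edgeR's test.

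For the 208 genes that met the criterion, chance cannot be excluded. All 3 of the 3 splits of the 4 libraries into pairs gave at least as many genes, with 564 between replicate numbers and 211 in the crossed split, and a design with 3 splits cannot reach a share under 0.05. Reads shared with parent genes stay open as a contribution, since pseudogenes made up 18.3% of the 208 genes against 16.5% in 10000 sets matched on expression (permutation p 0.272, adjusted 0.272). This share leaves the parent genes untested. Genes that overlap another on the same strand made up 13.5% against 7.96% in matched sets (permutation p 0.0034, adjusted over both tests 0.0068), which is consistent with some of the calls coming from the assignment of reads between overlapping genes. This concerns 28 of the 208 genes.

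Libraries differed more by replicate number than by treatment. Number 2 against number 1 gave 21 genes at an adjusted p of 0.05 in edgeR's quasi-likelihood test and 2707 at an unadjusted p under 0.05, against 0 and 383 for NT4 against Control. Named after their values were seen, Sox12 was at 5.56, 132, 7.17 and 142 CPM and Zfp740 at 97.5, 21.9, 98.6 and 24.9 CPM in Control 1, Control 2, NT4 1 and NT4 2. The tables argue against depth as the whole cause, since 2610 genes had an unadjusted p under 0.05 after thinning to an equal total, and against a trend with GC content, since 2450 did with the trend removed. A difference in granulosa cell maturity between the numbers stays open. Steroidogenesis genes were higher in number 2 by a median of 0.18 (camera adjusted p 0.00855, fry unadjusted p 0.0623), and granulosa identity genes by 0.34 (0.00253, 0.0738). Camera also called other lists between the numbers, in the same order of p, with medians of −0.24 for MAPK/ERK targets (0.00173, 0.0390), −0.39 for complement and coagulation (0.00252, 0.0895), 0.19 for the cell cycle (0.000412, 0.0917) and −0.17 for ECM genes (0.000412, 0.271). Of the 10 lists tested between numbers, the MAPK/ERK targets alone had an unadjusted p under 0.05 in both camera and fry, and over the 10 lists the lowest adjusted fry p was 0.183, so a shift in steroidogenesis is not singled out. The log2 difference of number 2 minus 1 was −1.51 for Amh and 0.998 for Cyp19a1, with edgeR adjusted p of 0.195 and 0.166. A shared culture, animal pool or library batch for each number cannot be told apart from this, because neither the labels nor the study's methods say what the numbers mark, though the methods describe groups cultured in parallel.

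ECM genes were higher in NT4, and a larger share of theca or stroma cells in the NT4 libraries was tested as a source. Theca and stroma genes had a median of 0.37 (camera p 8.15e-08, fry p 0.0879, 6 of 14 genes also in other lists). The 9 genes outside the ECM list had a median of 0.28, with 7 higher, a camera p of 0.000223 and a fry p of 0.0397. This is consistent with theca or stroma RNA in these libraries, as a hypothesis found and tested on the same data, and 11 of the 14 genes were at a mean CPM of at least 10 in these cells. The full theca and stroma list summed to 2155 and 2201 CPM in Control and 2897 and 2548 CPM in NT4, and its median was 0.23 without NT4 1. The ECM list summed to 8339 and 8100 CPM in Control and 9697 and 7638 CPM in NT4 1 and NT4 2, so its sum was not higher in NT4 2. Regulation of these genes by NT-4 in GCs remains open.

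The other lists of possible cell sources had medians of 0.05 for erythroid genes (5 tested), −0.07 for oocyte genes (15 tested) and 0.19 for endothelium genes (10 tested), with camera p of 0.602, 0.475 and 0.135. Erythroid and oocyte medians did not hold their sign when a Control library was left out. They were 0.47 and 0.19 without Control 1, and −0.28 and −0.29 without Control 2.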
